A study of Mus musculus with 6 samples. Its data were reported in "Endothelial Dicer promotes atherosclerosis and vascular inflammation by miRNA-103-mediated suppression of KLF4" (2016).

How the data were processed

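MiRNAs were measured by quantitative real-time PCR arrays in total RNA from the aortas of 6 Apoe-deficient mice. In 3 of the mice Dicer, the enzyme that cuts mature miRNAs from their precursors, had been deleted in endothelial cells by a tamoxifen-inducible Cre recombinase (EC-Dicerflox). The other 3 mice carried the intact Dicer gene and received the same treatment (EC-DicerWT). Tamoxifen was given on 5 days, and the mice then received a high-fat diet with 21% crude fat and 0.15% cholesterol for 12 weeks. Groups and replicate numbers were taken from the labels of the samples.

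Per the study's methods, RNA was reverse transcribed and preamplified with rodent primer pools and run on TaqMan array cards. The deposited values are the authors' raw cycle thresholds (Ct), the PCR cycle at which an assay's signal crosses a set level, with no reference RNA subtracted. A higher Ct means less RNA, and 1 cycle corresponds to 1 unit on the log2 scale if every cycle doubles the product. That efficiency was assumed and not measured here. A Ct of 40 stands for an assay that was not detected. How the baseline and the signal level were set was not stated. The table had 608 rows, of which 596 were mouse miRNA assays, 10 were assays of 5 control small RNAs, each on both cards, and 2 were assays of a plant miRNA. The card was read from the format of the assay number, since the table has no column for it, which gave 335 miRNA assays on card A and 261 on card B. MiRNA names were used as the table gives them, and 560 of the 596 assay names matched a miRNA gene name in the RefSeq annotation of GRCm38.p6, which was used only for names and neighbouring genes. Depth in the sense of a read count does not apply to Ct values, and the number of mice limits the precision.

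From the Ct values, a level was computed as the sample's reference Ct minus the Ct of the miRNA. The reference was the mean Ct of snoRNA135, snoRNA202, U6, U87 and Y1, all detected in the 6 samples, after averaging the cards. A miRNA was tested when its Ct was under 40 in at least 3 of the 6 samples, which held for 439 assays, and Ct values at the limit were kept at 40. Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings, two-sided), without a replicate block, and P values were adjusted by the Benjamini-Hochberg method over all tested assays. Counts at an unadjusted threshold of 0.05 are given beside the adjusted ones. The study's methods do not state whether the P values of its arrays were adjusted. For single miRNAs the threshold was the adjusted P. Single values per sample were compared by exact two-sided permutation tests over the 20 assignments of 6 samples to groups, for which the smallest possible P is 0.1. In 9 lists of miRNAs, changes were compared with all other tested miRNAs by limma's camera (preset correlation 0.01) with fry beside it. The lists were the turnover classes and the miRNAs followed up by the study, the Dlk1-Dio3 locus, and miRNAs enriched in endothelium, smooth muscle, leukocytes, erythrocytes and striated muscle.

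The miRNAs named were miR-433, miR-652, miR-103, miR-301b, miR-107, miR-126-3p and miR-451 whatever their values, any miRNA with an adjusted P under 0.05, and the 5 lower and 5 higher miRNAs with the smallest unadjusted P among those detected in all samples. This rule, the tests and most alternatives were fixed before the data were examined. The alternatives were other references (global mean of the miRNAs detected in all samples, U6, snoRNA135, a reference per card), other detection filters and a limit of Ct 35, undetected wells left missing, other variance models, a replicate block, and leaving out each replicate. A batch term for the third replicates, replicates 1 and 2 alone and detection in at least 2 samples were added after the data were seen. So were a U6 and snoRNA135 reference and other subsets of the control RNAs. For the list tests, leaving out each replicate, the replicate block and an estimated correlation in camera were also not fixed beforehand. The same held for the alternatives of the reference Ct.

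The test was run on simulated levels with the real means and standard deviations of the 439 assays in 20 simulations. The levels were drawn independently for each assay and sample from a normal distribution. They hold none of the shift that the third replicates share, so the shares below apply to independent noise only. Without any change, 4.82% of the assays had an unadjusted P under 0.05. With 100 miRNAs changed by 1 log2 unit, 54.6% of them had an unadjusted P under 0.05 and 2.5% an adjusted P under 0.05, and with a change of 2 log2 units these shares were 74.5% and 59.8%.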

Results

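Whole aortas of 3 EC-Dicerflox and 3 EC-DicerWT mice were profiled after 12 weeks of high-fat diet, and the comparison asks which miRNAs differ when endothelial cells lack Dicer. Of the 596 mouse miRNA assays, 394 were detected in all 6 samples, 106 were detected in none, and 439 were detected in at least 3 samples and tested. The whole aorta contains smooth muscle and other cells beside the endothelium, and all values are for the tissue as a whole. The number of detected miRNAs was 450, 430 and 430 in the EC-Dicerflox samples and 440, 454 and 421 in the EC-DicerWT samples. The mean was 437 ± 11.5 (SD, n = 3) in EC-Dicerflox and 438 ± 16.6 (SD, n = 3) in EC-DicerWT aortas, and the difference of -1.67 was smaller than the spread between mice (P = 0.9, exact permutation test). With a limit of Ct 35 the difference was 0.33.

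The control small RNAs were examined before any normalised value. The reference Ct was 19.9 ± 0.46 (SD, n = 3) in EC-Dicerflox and 19.7 ± 0.39 (SD, n = 3) in EC-DicerWT aortas (difference 0.16 cycles, P = 0.7, exact permutation test). For the single control RNAs the differences ranged from -0.22 cycles for U6 to 0.34 cycles for U87, and the exact permutation P values of the 5 controls lay between 0.5 and 0.8. U87 had the widest spread, with a SD of 0.99 cycles in EC-Dicerflox (n = 3) and 0.94 cycles in EC-DicerWT aortas (n = 3).

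**Figure D1:**
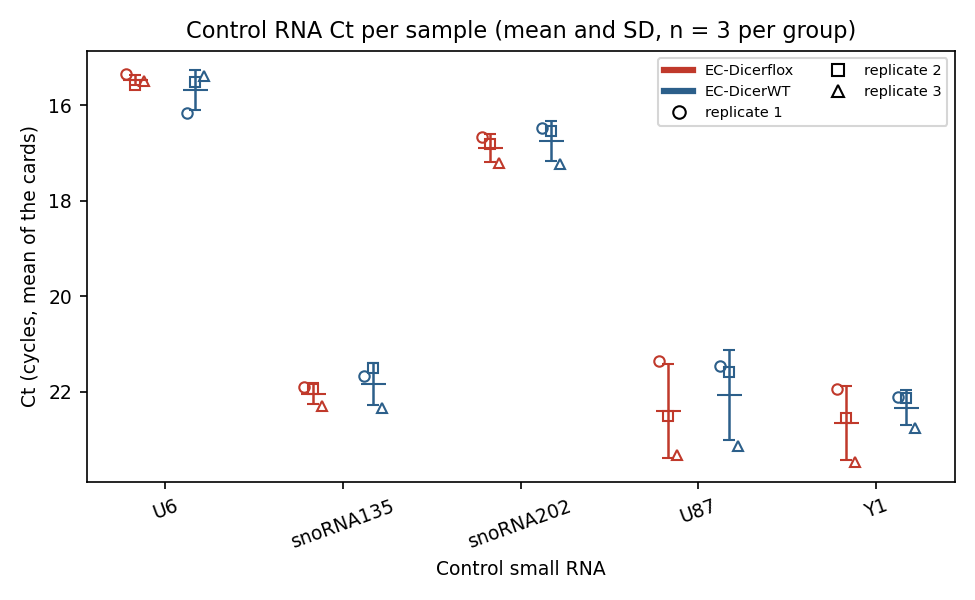
Ct in cycles (vertical axis, inverted so that more RNA is higher) of the 5 control small RNAs for each sample, with bars for mean and SD of 3 mice per group. The groups overlap for every control, and U87 spreads most.

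The shift of the profile as a whole depended on the control RNAs. The median of the log2 changes of the tested miRNAs was -0.10. For each sample, the median deviation of its levels from each miRNA's mean was also taken, and these sample medians differed by -0.13 between the groups (P = 0.3, exact permutation test of the 6 sample medians). This difference ranged from -0.20 to -0.08 when each replicate was left out. It was -0.51 with U6 alone, -0.29 with U6 and snoRNA135, and -0.14 with a separate reference per card, where the exact permutation P was 0.1, the smallest possible. Over the 31 subsets of the control RNAs, chosen after the data were seen, the median of the log2 changes ranged from -0.48 to 0.08, so its sign was not fixed. Of the 439 tested miRNAs, 43 had values that did not overlap between the groups, which is 9.79%, against 10% by chance for 3 against 3 samples. With the main reference, 31 of these were lower and 12 were higher in EC-Dicerflox aortas. Among the 12, miR-466E-5P had a Ct of 40 in wells of both groups, so the reference and not the Ct alone parted its values. It was detected in 3 samples, and its unadjusted limma P of 0.036 puts it among the higher miRNAs under 0.05.

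No miRNA had an adjusted limma P under 0.05. The smallest adjusted P was 0.62, for miR-433 and miR-431. At the unadjusted threshold of 0.05, 21 miRNAs passed, with 17 lower and 4 higher in EC-Dicerflox aortas. A threshold of 0.05 applied to 439 unchanged miRNAs would pass 21.95 on average. Among the settings chosen before the data were examined and fitted to all samples, U6 alone as reference moved this count most, to 11, all of them lower. Among the subsets of the control RNAs, U87 alone moved it to 6, of which 1 was lower and 5 were higher. With the global mean of the miRNAs as reference, 16 passed, of which 12 were lower. Leaving out 1 mouse moved the count to 8 at the lowest, without EC-Dicerflox replicate 2. Replicate spread rose with Ct. The median SD was 0.29 among miRNAs with a mean Ct under 25 and 1.69 among the 128 miRNAs with a mean Ct over 30, and these classes held 3 and 9 of the miRNAs that passed.

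**Figure D2:**
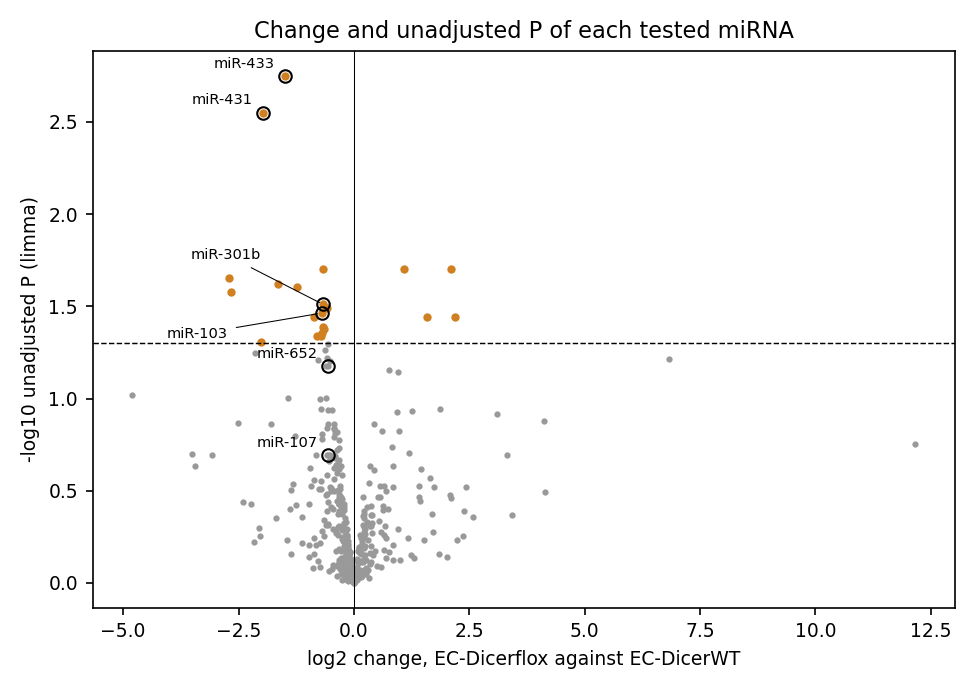
Log2 change between the groups (horizontal axis) against -log10 of the unadjusted limma P (vertical axis) for the 439 tested miRNAs. The dashed line marks P of 0.05, the 21 miRNAs above it are orange, and circles mark miRNAs named in the text.

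The study followed up miR-433, miR-652, miR-103 and miR-301b. All of them were lower in EC-Dicerflox aortas, and in each the values of the groups did not overlap. The level of miR-103 was -2.85 ± 0.26 (SD, n = 3) in EC-Dicerflox and -2.15 ± 0.20 (SD, n = 3) in EC-DicerWT aortas, on the log2 scale relative to the control RNAs. The change was -0.70 ± 0.25 (SE), or 61.7% of the EC-DicerWT level, with an adjusted limma P of 0.98 and an unadjusted limma P of 0.034. The exact permutation P was 0.1, the smallest that 3 against 3 samples allow. MiR-301b changed by -0.67 ± 0.23 (SE) with an unadjusted limma P of 0.031 and an adjusted P of 0.98. MiR-433 changed by -1.50 ± 0.26 (SE) with an unadjusted limma P of 0.0018 and an adjusted P of 0.62. MiR-652 changed by -0.56 ± 0.24 (SE) and did not reach the unadjusted threshold (unadjusted limma P of 0.067, adjusted P of 0.98). Thus 3 of the 4 were lower with an unadjusted P under 0.05, and 1 without EC-Dicerflox replicate 1, EC-Dicerflox replicate 2, EC-DicerWT replicate 1 or EC-DicerWT replicate 3. All 4 passed with each miRNA's own variance and with an intensity trend in limma. Over the 31 subsets of the control RNAs the number ranged from 0 to 4. Adjusted over the list alone, 3 of the 4 had a P under 0.05, and adjusted over all tested miRNAs 0 did. The study chose this list on these samples together with aortas from an earlier time of the diet, so these counts are not independent evidence.

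**Figure D3:**
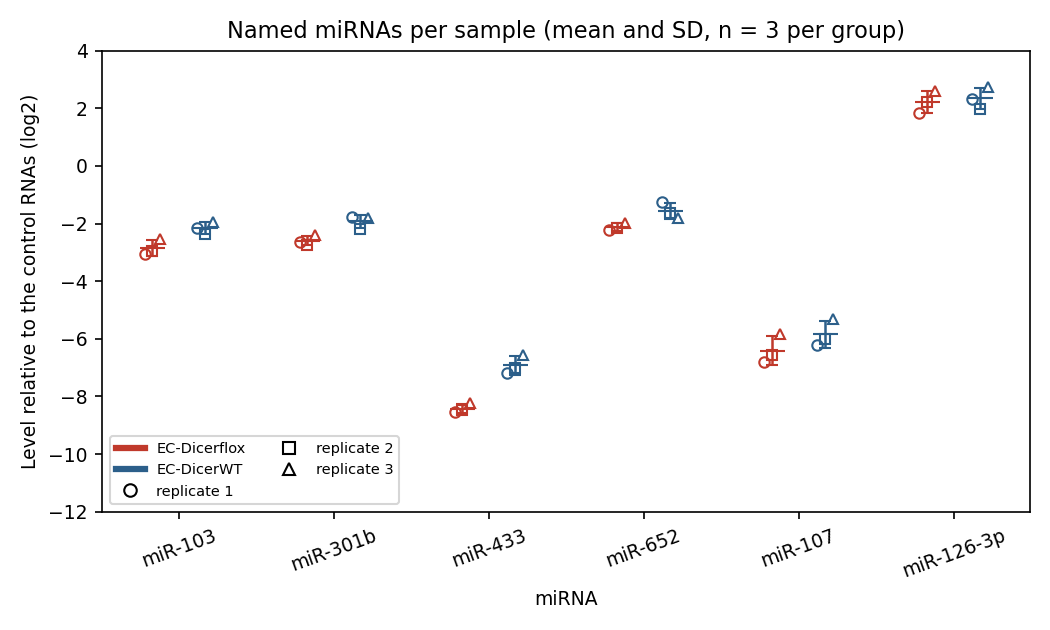
Level relative to the control RNAs in log2 units (vertical axis) of the miRNAs followed up by the study, miR-107 and miR-126-3p in each sample, with bars for mean and SD of 3 mice per group. The groups do not overlap for any of the miRNAs followed up, and they overlap for miR-107 and miR-126-3p.

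MiR-107 shares its seed sequence with miR-103, and the difference between both within a sample needs no reference RNA. MiR-107 changed by -0.57 ± 0.39 (SE) with an unadjusted limma P of 0.20 and an adjusted P of 0.99. When each replicate was left out, this change ranged from -0.85 to -0.30. Its unadjusted limma P was under 0.05 in 2 of the 21 alternative fits. These were the third replicates as a batch term (0.040) and U6 and snoRNA135 as reference (0.035). The Ct of miR-107 minus that of miR-103 was 3.56 ± 0.24 cycles (SD, n = 3) in EC-Dicerflox and 3.69 ± 0.34 cycles (SD, n = 3) in EC-DicerWT aortas. The difference of -0.13 was within the spread between mice (P = 0.6, exact permutation test), and its sign changed without EC-DicerWT replicate 1 (0.05), so a change of miR-103 apart from miR-107 was not resolved. The endothelial miR-126-3p changed by -0.13 ± 0.32 (SE) and the erythrocyte miR-451 by 0.05 ± 0.32 (SE), with adjusted limma P values of 0.99 for both.

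Among the other miRNAs detected in all samples, miR-431 (-1.97 ± 0.37, SE), miR-412 (-2.72 ± 0.85, SE), miR-208 (-1.65 ± 0.53, SE) and miR-184 (-0.66 ± 0.20, SE) had the smallest unadjusted P among lower miRNAs beside miR-433. The higher miRNAs were miR-203* (1.08 ± 0.33, SE), miR-21* (2.10 ± 0.64, SE), miR-542-3p (1.59 ± 0.57, SE), miR-322 on card B (0.75 ± 0.33, SE) and miR-1941-5p (0.96 ± 0.43, SE). Their adjusted limma P values lay between 0.62 and 0.99. MiR-322 was measured on both cards, and on card A it changed by -0.01. When each replicate was left out, miR-322 on card B ranged from 0.44 to 0.97 and miR-1941-5p from 0.58 to 1.29.

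The study relates the affected miRNAs to their turnover after loss of Dicer. The mean level of 11 miRNAs with fast turnover minus that of 4 with slow turnover was -1.55 ± 0.09 (SD, n = 3) in EC-Dicerflox and -1.33 ± 0.05 (SD, n = 3) in EC-DicerWT aortas. The difference was -0.21 on the log2 scale, without overlap between the groups, and its exact permutation P of 0.1 is the smallest possible. Benjamini-Hochberg adjustment over the 4 such comparisons (detected miRNAs, median change, miR-103 against miR-107, and turnover) gave 0.4. With the median of each list the difference was -0.20 and the exact permutation P was 0.2.

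By camera, 3 of the 9 lists differed from the other tested miRNAs with an adjusted P under 0.05. These include the 4 miRNAs followed up by the study, with a median change of -0.68 and an adjusted camera P of 3.1e-05. Since the study chose them as lower in these samples and at an earlier time of the diet, this test largely restates the choice. It is not independent evidence. All 11 miRNAs of the fast-turnover list were lower, with a median change of -0.28 and an adjusted camera P of 0.0081. Of the 44 tested assays of the Dlk1-Dio3 locus, which holds miR-433 and miR-431, 32 were lower, with a median change of -0.27 and an adjusted camera P of 0.043. By fry the adjusted P was 0.026 for the miRNAs followed up by the study, 0.39 for the fast-turnover list and 0.28 for the Dlk1-Dio3 list, and with a correlation estimated from the data 0 lists passed in camera. Without EC-Dicerflox replicate 1 or EC-DicerWT replicate 3, 1 list passed in camera. The slow-turnover list and the lists for endothelium, smooth muscle, leukocytes, erythrocytes and striated muscle had adjusted camera P values of 0.82 or 0.83. These lists held from 2 to 6 tested miRNAs each, so the values do not show that cell content was alike.

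The third replicates of both groups differed from the other samples. In 22 miRNA assays both lay more than 2 cycles outside the range of the other 4 samples, against at most 9 assays for any other of the 15 pairs of samples. For example, miR-721 had a Ct of 17.6 and 17.8 in the third replicates and between 25.01 and 26.88 in the other samples. Since each group has 1 such sample, the batch does not change the estimated differences when it is entered as a term. With this term 28 miRNAs had an unadjusted limma P under 0.05, 21 lower and 7 higher, and 1 had an adjusted P under 0.05. In replicates 1 and 2 alone 17 passed the unadjusted threshold, 9 lower and 8 higher, and 1, again miR-1906, passed the adjusted one. Within the third replicates there is 1 sample per group and no test. The change of miR-103 was -0.74 in replicates 1 and 2 (adjusted limma P of 0.81), and with the batch term its adjusted limma P was 0.75. The turnover difference was -0.23 in replicates 1 and 2, and miR-103 relative to miR-107 was -0.16. The single miRNA past the adjusted threshold with the batch term was miR-1906 (adjusted limma P of 0.0062, change of 6.83), which was named after its values were seen. Its Ct was 25.1, 26.0 and 32.7 in the EC-Dicerflox samples and 32.0, 31.8 and 40 in the EC-DicerWT samples, so its change in the third replicates is a lower bound. The value of 26.0 in EC-Dicerflox replicate 2 is an exact whole number, as were 10 of the 2686 detected Ct values, and how it was set is not known, so the call rests in part on that well.

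**Figure D4:**
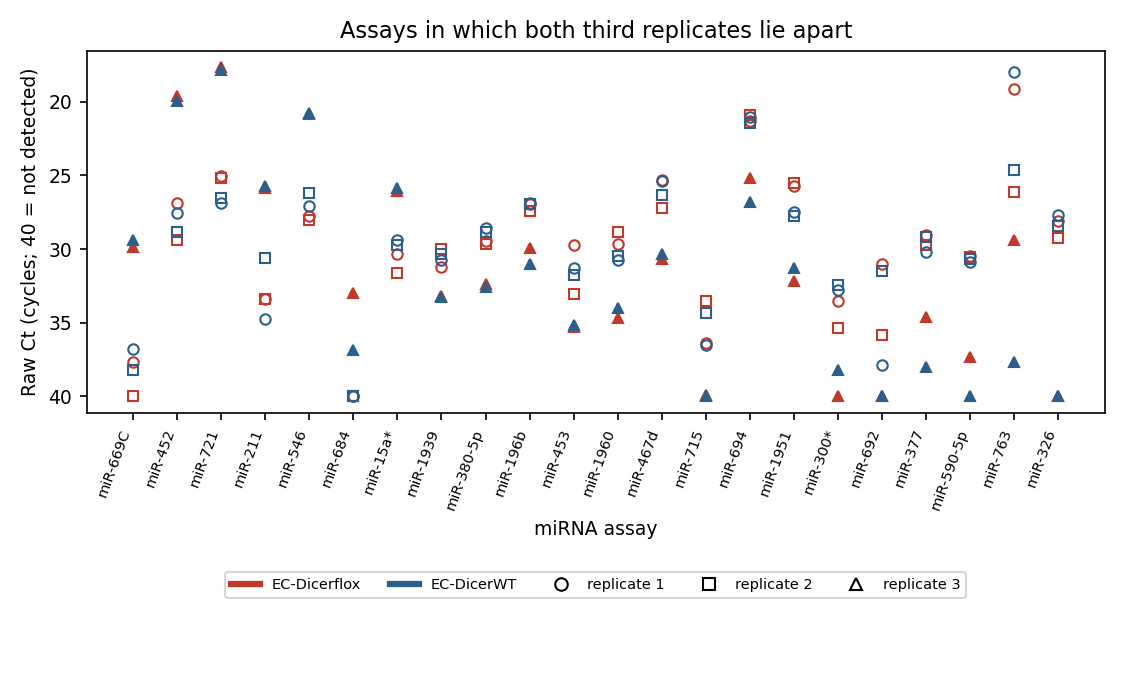
Raw Ct in cycles (vertical axis, inverted, 40 for not detected) of the 22 miRNA assays in which the third replicates of both groups (filled triangles) lay more than 2 cycles outside the other 4 samples (open symbols). The third replicates had a lower Ct in 7 of the assays and a higher Ct in 15.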

Values the study reported

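The study reported 18 miRNAs with lower and 8 miRNAs with higher levels in EC-Dicerflox than in EC-DicerWT aortas after 12 weeks of the diet. It counted 458 miRNAs as detected at that time, with a limit of a CT of 40, on cards for 641 mouse miRNAs.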

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

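The test below was chosen after the result was seen. An assay for a plant miRNA, which mice lack, serves as a negative control on both cards and enters no comparison. On card A it had a Ct of 39.776 in EC-Dicerflox replicate 1, and it was undetected on card B and in the other 5 samples. This is a signal in data that the comparisons do not use. Among the miRNA assays, 6 Ct values lay between this value and the limit of 40, so late amplification without the target may explain it. No biological explanation was tested. Miscounted detections of this kind would lie close to the limit, and under a limit of Ct 35 the difference in detected miRNAs between the groups was 0.33.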

How the results depend on the processing

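The direction of miR-103 was lower in all 21 alternative fits, with changes from -1.07 to -0.59 and adjusted limma P values from 0.68 to 0.999. Its unadjusted limma P was under 0.05 in 15 of the 21. Other detection filters, missing wells, variance models, the block and the batch term left its change at -0.70. In those fits the direction was fixed in advance. Only fits with another reference or fewer samples could have changed it. The 6 fits that each left out 1 replicate gave changes from -0.85 to -0.59. MiR-433 and miR-431 had an unadjusted P under 0.05 in all 21 fits, and none of the miRNAs named by the rule fixed beforehand reached an adjusted P under 0.05 in any of them. MiR-1906, named after its values were seen, did so in 2 fits, with the batch term (0.0062) and in replicates 1 and 2 (0.045). The turnover difference stayed negative, from -0.26 to -0.16 when each replicate was left out and -0.28 with the let-7 family averaged to 1 value. Its test cannot pass the threshold in this design.

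The counts moved more. With U6 alone 11 miRNAs had an unadjusted P under 0.05, 11 of them lower and 0 higher, and 1 of the study's 4 miRNAs was among them. With snoRNA135 alone 11 lower miRNAs passed. The number of higher miRNAs was 7 with undetected wells left missing, 2 with an intensity trend in limma and 1 with U6 and snoRNA135 as reference. With the third replicates as a batch term 7 higher miRNAs passed and 1 miRNA had an adjusted P under 0.05, and in replicates 1 and 2 alone these counts were 8 and 1, with 9 lower miRNAs and 1 of the study's 4. The cause of these shifts was not tested, except that the last setting has fewer samples. The share of lower calls was 81% with the main reference, 75% with the global mean, 100% with U6 alone and 95% with U6 and snoRNA135. It was 52.9% in replicates 1 and 2.

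Across the 6 fits that each left out 1 replicate, the miRNAs with an unadjusted P under 0.05 numbered from 8 to 22, the lower ones from 6 to 13, the higher ones from 2 to 9, and the study's miRNAs from 1 to 3. The lists past the camera threshold numbered from 1 to 3, the difference in detected miRNAs ranged from -10.3 to 6.17, miR-103 relative to miR-107 from -0.29 to 0.05, and the reference Ct difference from -0.0724 to 0.39. The smaller counts go with fewer samples. Of the detection differences that changed sign, 1.67 was found without EC-Dicerflox replicate 2 and without EC-Dicerflox replicate 3, and 0.33 with a limit of Ct 35. MiR-103 relative to miR-107 was 0.0038 without EC-Dicerflox replicate 3 and 0.0485 without EC-DicerWT replicate 1. The control Ct difference was -0.22 with U6 alone and -0.0724 without EC-Dicerflox replicate 3. MiR-451 changed sign with U6 alone (-0.33), with U6 and snoRNA135 (-0.11), without EC-Dicerflox replicate 2 (-0.12) and without EC-DicerWT replicate 1 (-0.18). MiR-126-3p changed sign without EC-Dicerflox replicate 1 (0.0571) and without EC-DicerWT replicate 3 (0.0595), with a range from -0.3191 to 0.0595 over the 6 fits that left out 1 replicate. These sign changes were smaller than the spread between mice. By fry 1 list passed, the one chosen by the study in part on these samples, and with camera and an estimated correlation 0 lists passed. The cause was not tested.

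With a replicate block, 17 miRNAs had an unadjusted P under 0.05 and 0 an adjusted one, and the change of miR-103 was -0.70 with an adjusted limma P of 0.87. Samples with the same number did not all deviate together, with correlations across miRNAs of 0.24, 0.03 and 0.39 for replicates 1, 2 and 3, so the numbers were not taken to pair the mice. The block changed no adjusted call. Of the 17 miRNAs past the unadjusted threshold with the block, 10 were among the 21 without it.

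The count at the unadjusted threshold also depended on which control RNAs formed the reference. Over the 31 subsets of the 5 controls, chosen after seeing the data, from 6 to 28 miRNAs passed, lower ones from 1 to 24 and higher ones from 0 to 7. More were lower than higher in 24 subsets. A wider search of 126 settings also varied undetected wells and per-card references, and tested each miRNA with its own variance. It was run after the data were seen, in part to see whether the counts quoted from the study would come out, and gave from 1 to 33 lower and from 0 to 8 higher miRNAs. No setting was taken from either search.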

Other observations

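The tests of single explanations in this part were chosen after the results were seen, except the counts of other splits for the unadjusted thresholds, the test of late Ct values in the Dlk1-Dio3 list and the test of miR-130b.

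Other splits of the 6 samples gave as many calls. In 4 of the 10 splits into 3 against 3, the real one included, at least 21 miRNAs had an unadjusted P under 0.05, and in 4 of the 10 at least 17 lay in one direction. The 3 other splits with more calls (39, 37 and 32) all put replicates 3 of both groups on the same side. No adjusted call was made for the real split, so every split must give as many and this comparison cannot test the adjusted calls. Of the other splits, 1 gave 2 adjusted calls. Unchanged miRNAs would give 21.95 calls, which is near the 21 observed, so false positives of the tests may account for the number of calls. That figure leaves out the shift of the third replicates. Among the 6 splits that part these replicates, the real one gave the most calls, with 15, 13, 12, 10 and 6 in the others. In 1 of the 10 splits, the real one, 3 of the study's 4 miRNAs passed in one direction, but these were chosen in part on the real split. With the third replicates as a batch term, 1 of the 6 splits that part them, again the real one, gave at least 28 calls. With so few splits a share under 0.05 cannot be reached, and a grouping by chance cannot be told apart from a difference between the groups.

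Lower calls outnumbered higher calls. Under the global mean of the miRNAs, which uses no control RNA, 75% of the calls were lower, which argues against the control RNAs as the whole cause. Under 7 of the 31 control subsets lower calls were not the majority, so the part played by the reference cannot be told apart with calls this few.

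The third replicates of both groups shifted together. Shuffling the samples within each assay 10000 times gave 4.13 such assays on average for this pair, and never the 22 observed (P = 1e-04 by permutation, the smallest these shuffles can give), which argues against independent noise. Less RNA in the third replicates would raise every Ct, but 7 of the 22 assays had a lower Ct. Of the miRNAs with an assay on each card, 7 were detected in all samples on both. Their shifts in replicates 3 correlated across cards at a Pearson r of -0.71 (exact permutation P of 0.074) and a Spearman rho of -0.71 (exact permutation P of 0.088). These are across miRNAs, which are not independent replicates. None of the 7 is among the 22 shifted assays, so this test says nothing about them, and animals that differ in these miRNAs stay open. Cards of another production lot are a candidate explanation that was not tested, and no label gives a lot or date.

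The Dlk1-Dio3 list was lower in EC-Dicerflox aortas by camera but not by fry. Of 10000 random lists matched on mean Ct, 2.14% had a median as low, which argues against late Ct values as the cause. Within replicates 1 and 2 the list was also lower (median -0.44 against -0.21 for all tested miRNAs, adjusted camera P of 0.040), which argues against the third replicates as the cause. Without miR-433 and miR-431 the median was -0.24 and the camera P was 0.10, so these neighbouring miRNAs alone cannot be told apart from a shift of the locus. MiR-127, encoded next to miR-433, changed by -0.16. MiR-412 is encoded in the same region and was not on the list. Whether endothelial loss of Dicer lowers this locus is a hypothesis from these data only.

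The fast-turnover difference did not rest on miR-103 alone, since without it the difference was -0.17, and the groups still did not overlap. For miR-103, the unadjusted limma P under the global mean was 0.042, close to the threshold, and it passed with 18 of the 31 control subsets, although it was lower with all 31. Among these subsets its unadjusted limma P ran from 0.010 with U6, snoRNA135 and snoRNA202 to 0.46 with U87 alone. Its call at the unadjusted threshold therefore depended on the reference, while its direction did not. Fewer endothelial cells would lower miR-126-3p and miR-126-5p as well. Relative to their mean, miR-103 was lower by -0.76 on the log2 scale without overlap between the groups (exact permutation P of 0.1, the smallest possible), which argues against that explanation as far as miR-126-3p and miR-126-5p show cell number. Smaller lesions or other differences in cell content were not tested as a cause for miR-103. MiR-107 fell by a similar amount to miR-103, with a change of miR-103 relative to it of -0.13. Detection of one miRNA by the assay of the other cannot be told apart from a parallel change.

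MiR-301b is encoded beside miR-130b. A lower shared precursor would lower both, and miR-130b changed by -0.13 ± 0.32 (SE), which leaves the question open at this spread.

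The number of higher miRNAs with an unadjusted P under 0.05 was 4 here. That is lower than the value quoted from the study above. The number of lower miRNAs was 17, close to the value quoted there. The study used other software and control genes that it does not name, so these counts come from unlike analyses.

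Of 2686 detected Ct values, 10 were whole numbers, where values with 3 decimals would give 2.69 by chance (exact binomial P of 0.00048, one-sided), and 9 of the 10 were on card B. This argues against rounding by chance, and how the Ct was set in these wells was not tested. MiR-343 had a Ct of 4.03 in EC-Dicerflox replicate 3, 40 in EC-DicerWT replicate 3 and between 15.0 and 15.6 in the other samples. The lowest Ct of any other assay in the 6 samples was 13.4.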
